A study of Caenorhabditis elegans with 12 samples.

How the data were processed

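RNA from whole Caenorhabditis elegans larvae at the mid L4 stage was sequenced in 12 libraries, 3 in each of 4 groups. Per the labels' protocols, synchronized worms grew at 20 °C and were harvested 45 h after feeding, ribosomal RNA was depleted from total RNA, libraries were made with the NEBNext Ultra II kit, and sequencing was on a Illumina NextSeq instrument. The labels do not state the aligner, the counter, the genome build, the annotation, whether counting used strand, or how reads mapping to several places were treated. The deposited values are raw read counts per gene, in 2 tables made by the authors, one for each mutant with its control. All 12 count columns carried the strain name and replicate letter of 1 sample each. No other normalization of the counts by the authors was found: every value was a whole number and column totals differed.

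Groups follow the labels. U13A and U18A name substitutions in the let-7 microRNA, with positions counted from 1 at the 5′ end of the mature microRNA. The U13A control was strain DG3913, which carries lin-41(tn1541), and the U13A mutant was strain VT3878, which carries lin-41(tn1541ma480) and let-7(ma432). The labels thus give the U13A mutant a further change in lin-41, described as excluding what lies downstream of that gene. The U18A control was strain VT1367, which carries the transgene maIs105, and the U18A mutant was strain VT3797, which carries maIs105 and let-7(ma435). Each mutant was compared only with the control of its own table.

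There were 46711 entries in the U13A table and 46722 in the U18A table. Of these, 40518 and 40529 matched a gene name of the WBcel235 annotation (Ensembl release 115), and 21 entries in each table joined gene names with a comma. Coordinates below are from that annotation, since the build used by the authors is not stated. The annotation lists the let-7 gene without its symbol, so it was matched through the RefSeq table of the same assembly, which gives the symbol for an identical interval. Genes that overlap or lie antisense to others may share reads, as may near-identical members of families such as the collagens, the msp genes and the nspc genes, and their counts are uncertain for that reason.

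Counts were tested with the quasi-likelihood F test of edgeR 4.0.16 (glmQLFit with robust estimation, glmQLFTest) in R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, library sizes were scaled by TMM, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Adjusted p-values below come from this test unless another is named, and every test was 2-sided. Standard errors are the size of the log2 fold change divided by the square root of F. The U13A and U18A contrasts were fitted separately on 6 libraries each. The difference between them was the contrast of the 2 mutant effects in 1 fit to all 12 libraries, over genes present in both tables. CPM, counts scaled to a fixed library total, use TMM-scaled library sizes. A list of 13 let-7 pathway genes was tested with adjustment over the list alone and over all genes. Families of at least 10 tested genes, defined by the letters before the hyphen of the symbol, were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01. Figures and tables were prepared with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

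The groups, tests, gene list, alternatives and the rule for naming genes were fixed before the data were examined. The rule named let-7, the list, and per contrast and direction the 3 genes with the largest change among those past the threshold, with a mean of at least 5 CPM and no overlap between groups. For the difference it named the 3 genes per direction with the smallest p and a mean of at least 5 CPM. Other genes named in the text were chosen after their values were seen. Alternatives were RLE size factors, no count filter, a minimum mean of 10 counts, removal of the 10 most abundant entries, the replicate letter as a block, DESeq2 1.42.0, all 12 libraries in 1 fit, stricter thresholds, an estimated inter-gene correlation or a minimum of 20 genes for families, and leaving out each replicate in turn. The letters A, B and C, given by the labels to all groups, supplied the block.

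The procedure was first tested on simulated counts drawn from the means and depths of these libraries with known changes. It recovered 83.68% of the changed genes among 11809 tested for the U13A table, with 19 false calls among 178, and 92.86% among 12482 for the U18A table, with 14 false calls among 196. For the difference it recovered 59.9% among 13923, with 5 false calls among 123. The share of false calls was thus above the adjusted p threshold for the U13A and U18A tables, and below it for the difference. In the U13A and U18A contrasts the share of false calls may therefore exceed what the threshold states. A chi-square comparison of counts between replicates found each pair of the same group to differ by more than sampling noise, from 2.616 to 62.79 per degree of freedom, so no pair looked like a single library deposited more than once. This check does not show that replicates came from separate worm populations, and the 12 libraries were used as replicates because the labels give them as such. A floor of 3 counts was used for folds against groups with almost no counts. Floors and standard errors do not cover PCR duplicates, since the counts carry no molecular identifiers. Small RNA and ribosome profiling data were not analysed here.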

Results

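RNA was sequenced from whole L4 larvae of 4 C. elegans strains to measure how substitutions at 2 nucleotides of let-7 outside the seed alter the transcriptome. let-7 is a microRNA of the heterochronic pathway, which times larval development, and positions 13 and 18 of the mature RNA lie in its 3′ part. Each group had 3 libraries, lettered A to C.

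Total counts ranged from 16659340 to 21414080 per library in the U13A table and from 6107652 to 9607239 in the U18A table. The entries B0285.12, R144.15 and ZC155.8, chosen as the 3 most abundant, took between 65.6% and 76.8% of the counts in the U13A table, whereas they took between 0.527% and 1.01% in the U18A table. These 3 entries matched no gene of the WBcel235 annotation, and why their share differed between the tables was not tested. Outside these entries the depth was 4260691 to 7266422 counts in the U13A table and 6050436 to 9524045 in the U18A table. CPM were therefore compared within a table only. All libraries of a table belong to 1 contrast, so table and contrast cannot be told apart. U13A control C stood apart from the other U13A libraries: 8.85% of its counts fell in protein-coding genes, and its TMM factor was 0.577. Its counts differed from those of U13A controls A and B with a chi-square of 44.2 and 62.8 per degree of freedom, against 8.82 between A and B. To a lesser degree U18A mutant C also stood apart. It differed from U18A mutants A and B with a chi-square of 19.98 and 14.67 per degree of freedom, against 6.085 between A and B. Its TMM factor was 1.12, and the 3 entries took 0.527% of its counts.

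**Figure D1:**
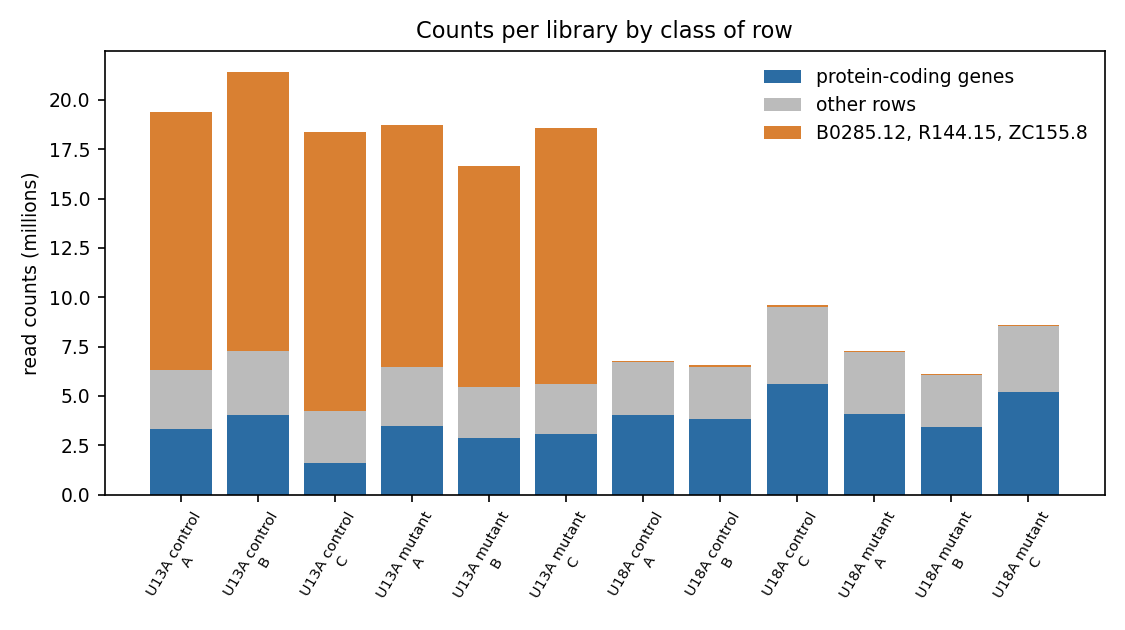
Read counts per library, on an axis in units of 1e6 counts, stacked by class of entry, for the 12 libraries. The entries B0285.12, R144.15 and ZC155.8 took at least 65.6% of each U13A library and at most 1.01% of each U18A library.

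The edited gene was examined first. In WBcel235 let-7 lies on chromosome X at 14743590 to 14745321, on the minus strand, as a microRNA gene. The libraries were not made for small RNA, so these counts do not measure mature let-7. let-7 had 25, 13 and 85 counts in U13A controls A to C and 8, 42 and 49 in the mutants. It had 70, 2494 and 48 counts in U18A controls A to C and 44, 19 and 73 in the mutants. Neither difference passed the threshold: the log2 fold change was -0.58 (SE 1.26, adjusted p 0.894) for U13A and -4.46 (SE 2.24, adjusted p 0.363) for U18A. The U18A estimate rested on control B. The counts carry no allele, so they did not check the substitutions themselves.

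The U13A contrast asked which transcripts change when position 13 is substituted. Its mutant also carries the lin-41 change, so the calls below cannot be assigned to position 13 alone. Of 12044 genes tested, 187 passed the threshold, 88 higher and 99 lower in the mutant, and 108 of them changed by at least 1 on the log2 scale. The biological coefficient of variation was 14.4%. Values of the groups did not overlap for 19.1% of tested genes, where chance gives 10%. Without the count filter 543 genes passed, and without mutant A 37 did. The balance of directions varied with the libraries used, from 28 higher and 9 lower without mutant A to 51 higher and 111 lower without mutant C. The largest increases among named genes were those of col-176, fbn-1 and Y48E1B.8. The cuticle collagen gene col-176 (WBGene00000749, chromosome X, 10077597 to 10078728) rose from 90.0 ± 14.2 to 433 ± 91.7 CPM (SD, n = 3 each), a log2 fold change of 2.27 (SE 0.20, edgeR adjusted p 7.00e-05). The log2 fold change was 2.05 (SE 0.18) for fbn-1 on chromosome III and 1.96 (SE 0.15) for Y48E1B.8 on chromosome II. The named decreases were in 3 collagen genes, with log2 fold changes of -1.96 for col-137, -1.95 for col-120 and -1.83 for col-88. Of 116 col genes tested, 25 were lower and 6 higher past the threshold.

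The U18A contrast asked which transcripts change when position 18 is substituted. Of 12689 genes tested, 1036 passed the threshold, 290 higher and 746 lower in the mutant, with 366 changed by at least 1 on the log2 scale. The biological coefficient of variation was 9.04%. Groups did not overlap for 27.0% of tested genes, against 10% by chance. At the same threshold, leaving out control A moved the count most, to 548 genes, 86 higher and 462 lower. Across the fits that each left out one replicate, higher genes ran from 86 to 386, the latter without mutant A (723 lower). Lower genes outnumbered higher ones in each of these fits. The named decreases were col-176, with a log2 fold change of -2.37 (SE 0.34, adjusted p 0.0173), col-41 with -2.14, and dpy-3 with -2.08. col-176 fell from 108 ± 30.4 to 21.3 ± 7.01 CPM (SD, n = 3 each), and its adjusted p was 0.0577 when genes were not filtered by count, 0.0668 without control B and 0.0553 without mutant C. dpy-3 did not pass without mutant C (adjusted p 0.105). All of these decreases also ran across controls A to C. In CPM, col-176 had 139, 106 and 78.7, col-41 had 14.3, 9.62 and 7.27, and dpy-3 had 40.8, 27.6 and 20.1. Each control value stayed above every mutant value, but variation in the same direction was thus present among controls. Of 120 col genes tested, 54 were lower and 11 higher. The named increases were Y73B3A.t1, Y22D7AR.10 and C27B7.9. Y73B3A.t1, which the RefSeq table lists as a tRNA pseudogene on chromosome X, had 0, 2 and 1 counts in controls A to C and 83, 80 and 84 in the mutants. It was at least 24.8-fold higher in the mutant. The log2 fold change was 1.48 (SE 0.25) for Y22D7AR.10 and 1.25 (SE 0.30) for C27B7.9, which did not pass in 3 of the 6 fits that each left out one replicate (adjusted p 0.0852 to 0.105).

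Among the 13 let-7 pathway genes, 11 had enough counts to be tested in each contrast, while lin-46 and dmd-3 did not. In the U13A contrast 1 gene passed, both over the list and over all genes. daf-12 (WBGene00000908, chromosome X, 10635908 to 10666875) rose from 5.11 ± 0.640 to 8.64 ± 1.11 CPM (SD, n = 3 each), a log2 fold change of 0.78 (SE 0.16, edgeR adjusted p 0.0241, over the list 0.00264). The daf-12 call over all genes was lost in 4 of 6 fits that each left out one replicate, where the edgeR adjusted p ran from 0.0014 to 0.178. lin-41, which is itself altered in the U13A mutant, changed by 0.20 (SE 0.12, adjusted p 0.563) and did not pass.

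In the U18A contrast 4 list genes passed over the list and 3 over all genes. lin-41 (WBGene00003026, chromosome I, 9334800 to 9342496) rose from 144.7 ± 5.78 to 175.5 ± 9.81 CPM (SD, n = 3 each), a log2 fold change of 0.28 (SE 0.08, edgeR adjusted p 0.0338, over the list 0.00835). With DESeq2 its adjusted p was 0.0652 and with all 12 libraries in 1 fit 0.156, and 5 of 6 fits that each left out one replicate lost the lin-41 call. lin-42 fell by 0.95 on the log2 scale (SE 0.14, adjusted p 0.00271), a call lost in 1 of the 6 such fits (adjusted p 0.0749 without mutant C). It also fell across controls A to C, at 252, 199 and 169 CPM, against 112, 118 and 92.3 in mutants A to C. lin-29 fell by 0.50 (SE 0.14, adjusted p 0.0288), with an adjusted p of 0.126 in DESeq2 and 0.111 with all 12 libraries in 1 fit, and lost in 5 of the 6 fits. col-19 rose by 0.26 (SE 0.10) and passed over the list alone, with adjusted p 0.0467 over the list and 0.124 over all genes. daf-12 did not pass, with a log2 fold change of -0.29 (SE 0.16).

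**Figure D2:**
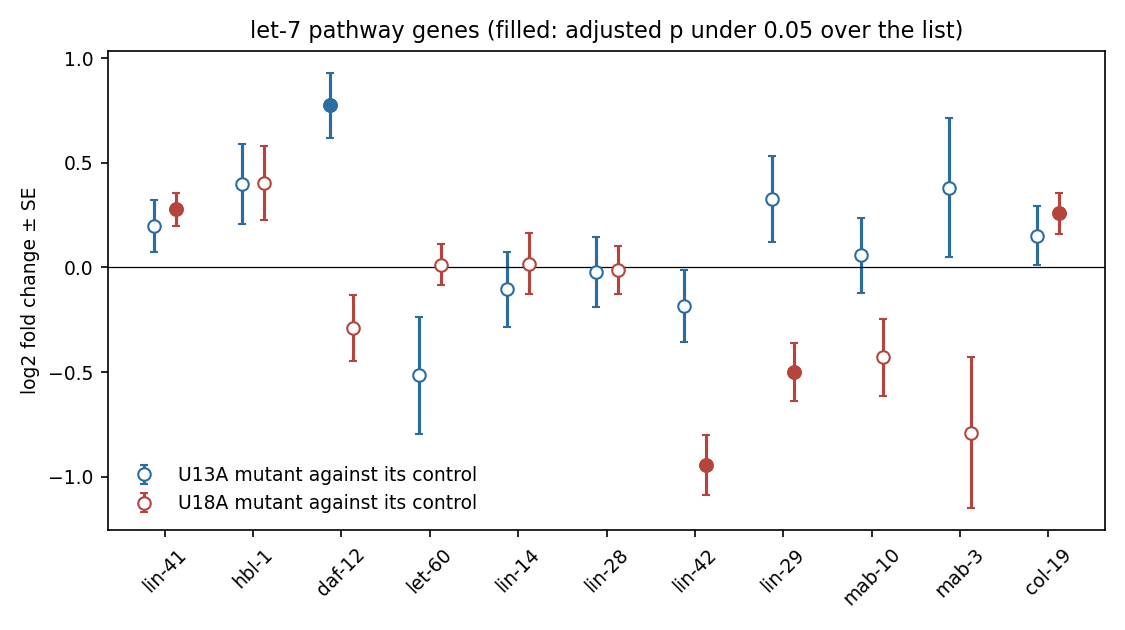
Log2 fold change with its standard error for 11 let-7 pathway genes in the U13A contrast (blue) and the U18A contrast (red), 3 libraries per group. Filled points passed 0.05 after adjustment over the list: daf-12 in the U13A contrast, and lin-41, lin-42, lin-29 and col-19 in the U18A contrast.

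Gene families were tested at the preset inter-gene correlation. In the U13A contrast 10 of 91 families passed, 8 higher and 2 lower. Median log2 fold changes were 0.43 for msp, 0.42 for gst, 0.31 for rpl, 0.34 for rps, -0.29 for col and -0.83 for abu. In the U18A contrast 8 of 96 families passed, 2 higher and 6 lower, with medians of -0.70 for col, -1.21 for dpy, -0.59 for ptr, -0.61 for abu and 0.59 for fipr. With the correlation estimated from the data, 0 families passed in either contrast, against 1 and 2 families with an unadjusted p under 0.05.

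The contrasts were then compared over 11888 genes tested in both. Of 181 genes past the threshold for U13A and 946 for U18A, 88 were shared, where 14.4 would be expected if the calls were independent. Of the shared genes, 53 were lower in both mutants, 3 were higher in both, and 32 changed in opposite directions. Among the 53, 21 were col genes. Of the 32, 29 were higher in the U13A mutant and lower in the U18A mutant. Across genes, which are not independent replicates, the log2 fold changes had a Pearson r of 0.161 and a Spearman rho of 0.168.

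**Figure D3:**
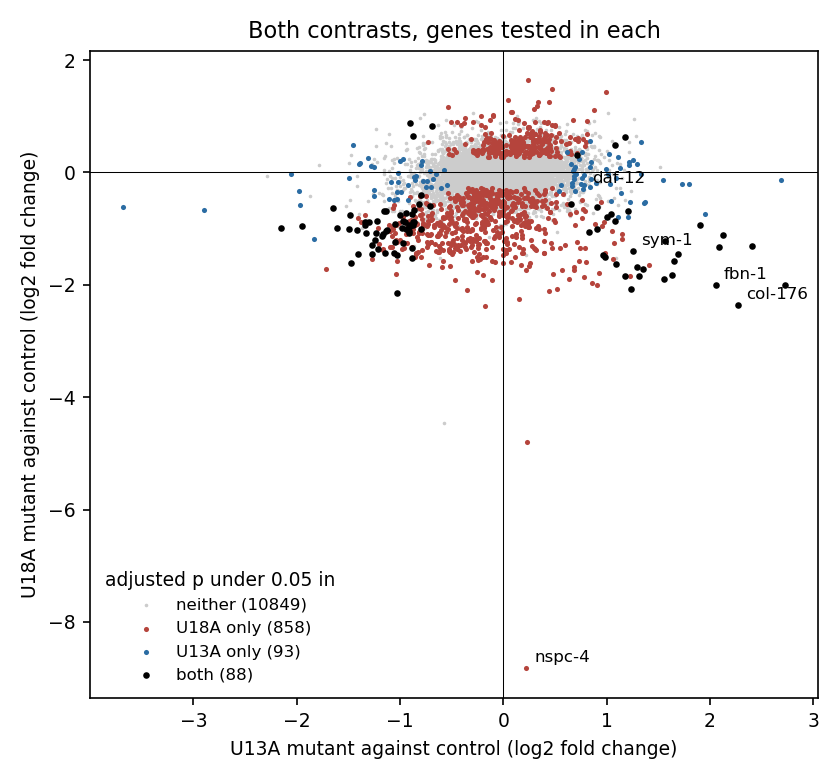
Log2 fold change of the U13A contrast (horizontal axis) against the U18A contrast (vertical axis) for 11888 genes tested in both, coloured by the contrast in which each gene passed an adjusted p of 0.05. The 88 genes past it in both include 53 lower in both and 32 with opposite directions, among them fbn-1, col-176 and sym-1.

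The difference of the contrasts was tested directly. Of 14155 genes, 277 passed the threshold, with the U13A change above the U18A change for 230 and below it for 47. The signs of the 2 estimates were opposite for 258 of the 277, but this counts estimates near 0. For acp-6, for example, the log2 changes were 1.34 and -0.034. Genes past the threshold in both separate contrasts with opposite directions numbered 32. Without the count filter 473 genes passed, the alternative that moved the count most at the same threshold. For fbn-1 the log2 changes were 2.07 and -2.02 in this fit, a difference of 4.09 (SE 0.30, edgeR adjusted p 2.27e-07). For daf-12 the difference was 1.10 (SE 0.23, adjusted p 0.00779). lin-29 and lin-42 passed over the list only, with differences of 0.84 (list-adjusted p 0.0134, over all genes 0.0875) and 0.78 (list-adjusted p 0.0247, over all genes 0.161). For lin-41 the difference was -0.06 (SE 0.15, adjusted p 0.923). Because lin-41 is itself altered in the U13A mutant, this value does not compare the effects of the 2 let-7 substitutions on lin-41.

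A few genes, chosen after their values were seen, had at least 10 counts in each library of one U18A group and at most 3 in each of the other. In U18A controls A to C nspc-4 had 37, 49 and 87 counts and in the mutants 0 in each, at least 14.5-fold lower, while both U13A groups had 9 to 46 counts. ZC374.2 had 55, 47 and 56 counts in the U18A controls and 0, 1 and 3 in the mutants, at least 13.9-fold lower. It had 26, 26 and 7 counts in the U13A controls and 1, 2 and 0 in the mutants, at least 5.57-fold lower. In the U13A table srw-85 on chromosome V had 38, 31 and 26 counts in the mutants and at most 3 in the controls. nspc-3 had 12, 11 and 15 counts in the U18A controls and 0, 1 and 0 in the mutants. nspc-3 and nspc-4 are neighbouring paralogs whose reads may be shared.

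**Figure D4:**
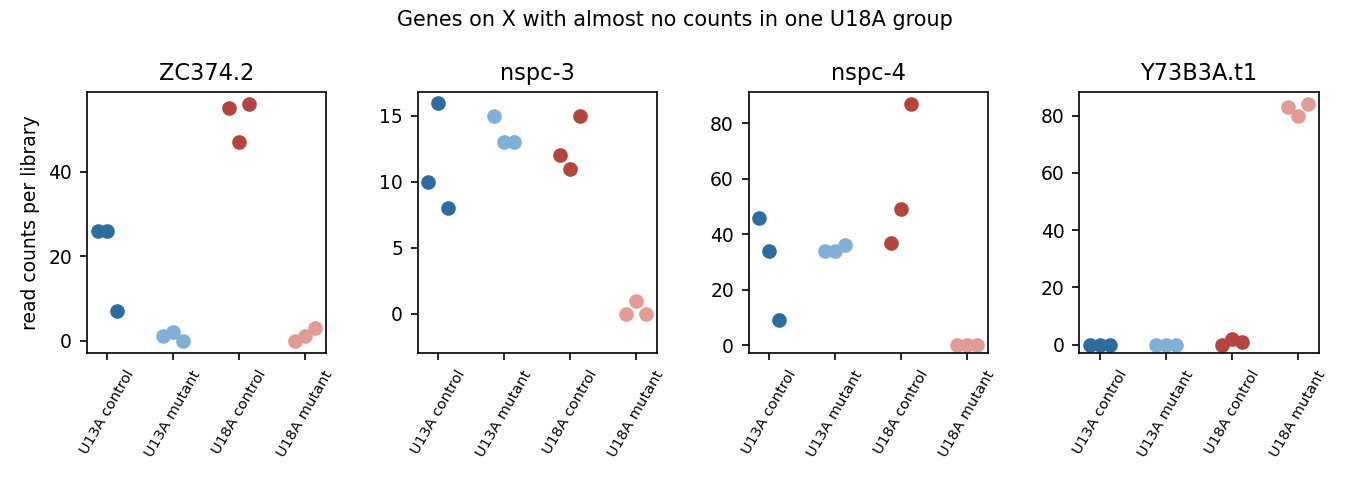
Read counts per library of ZC374.2, nspc-3, nspc-4 and Y73B3A.t1 in the 4 groups, 1 point per library. ZC374.2 has at most 3 counts in each mutant library of both contrasts, whereas nspc-3 and nspc-4 have at most 1 count in U18A mutants only and Y73B3A.t1 has 80 to 84 counts in U18A mutants only.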

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

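The tests of the unlike control library, of the variation between control libraries and of daf-12 were chosen only after the results were seen. The changes in the U13A and U18A mutants differed for 277 genes by a test of the difference itself, and 1726 genes had an unadjusted p under 0.05. The 6 named genes differed, U13A minus U18A on the log2 scale, by 4.09 for fbn-1, 2.69 for sym-1, 2.72 for Y48E1B.8, -1.49 for pgp-6, -0.91 for hoe-1 and -1.49 for B0024.4. The U13A mutant also carries an altered lin-41 gene, and the control strains differ, so position 13 against position 18 is not the single difference between the contrasts.

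Among the 32 splits of the 12 libraries that part every same-lettered pair within each table, 2 gave as many genes as the real split, itself included, which is not below 1 in 20. The other was the real grouping with the U18A labels exchanged, which tests the sum of the mutant effects in place of their difference and gave 747 genes. The median over the 32 splits was 0 genes. Of 68 further splits, which part fewer such pairs, 1 gave as many, with 354 genes. That split also had the U18A labels exchanged. Splits that keep or exchange the U18A grouping whole still carry the U18A effect, so they are not chance groupings alone, and the share says little about chance.

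For the U13A contrast 1 of the 4 comparable splits, the real one, gave as many genes, and each of the other 9 of all 10 splits gave 0, with 184 to 710 genes at an unadjusted p under 0.05 against 1514 in the real split. The U18A contrast gave 1 of 4 as well, and its other 9 splits gave 0, with 182 to 855 genes at an unadjusted p under 0.05 against 2725. With 4 splits the share cannot fall below 0.25, so this comparison could not have excluded chance whatever the data. Without the unlike U13A control C, 178 of the 187 genes were kept, so that library did not account for most calls. Log2 fold change had a Spearman rho of -0.122 with exonic length in the U13A contrast, between the limits of 0.1 and 0.2 in size set for no length effect and for one, and of -0.0904 in the U18A contrast. For U13A it was -0.0963 without control C and -0.0016 among the genes past the threshold.

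A candidate explanation for the opposite changes is developmental timing within L4, since cuticle genes could follow the moulting cycle. Across genes, the ratio of U18A control C to control A correlated with that of the U18A mutants to control B, with a Spearman rho of 0.335. Controls A and C were chosen because they lay farthest apart among the controls on the first principal component, which also separates mutants from controls, so the choice builds in part of this relation. The other pairings of the 3 controls gave 0.191 and 0.190. Median log2 ratios of control C to A were -0.26 for col, -0.46 for dpy, -0.40 for ptr, -0.25 for nas and -0.12 for abu. Each of these families was lower in the U18A mutant. Over the genes that differ between contrasts, the same control ratio correlated with the U13A change at -0.326. These genes were chosen because the contrasts differ, mostly with estimates of opposite sign, which partly fixes the sign of that correlation. Over 11890 genes rho was 0.102. Differences in stage at harvest thus remain an open explanation. No stage marker list was tested.

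daf-12 passed in the U13A contrast and not in the U18A contrast. The difference itself had an adjusted p of 0.00779, with a size of 1.10 on the log2 scale. It stayed under 0.05 in each of 12 fits that left out one library, from 0.00178 to 0.042. daf-12 was chosen for its U13A change, which enters the difference, so noise in the U13A libraries cannot be told apart from a mutant effect by this test. daf-12 was higher in all 3 U13A mutant libraries than in all 3 controls, but its adjusted p within the U13A contrast ran from 0.000447 to 0.178 over the alternatives, and 4 of 6 fits that each left out one replicate lost the call. A let-7 effect on daf-12 is a hypothesis only, because lin-41 also differs in that mutant.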

How the results depend on the processing

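No gene past the threshold in a contrast changed sign under the alternatives run. With RLE size factors 187 genes passed for U13A and 1032 for U18A. Without the count filter 543 genes passed for U13A, 1347 for U18A and 473 for the difference, and 224 were shared. In that setting 2 list genes passed for U13A, let-60 (log2 fold change -0.49) beside daf-12, and 6 passed for U18A. With all 12 libraries in 1 fit 431 genes passed for U13A, 698 for U18A (105 higher, 593 lower, 64.9% of the 1036 kept) and 2 list genes for U18A. DESeq2 gave 215 genes for U13A and 724 for U18A. At an adjusted p under 0.01, 54 genes passed for U13A, 507 for U18A and 144 for the difference. A log2 change of at least 1 left 108 for U13A, 366 for U18A and 193 for the difference. The estimated inter-gene correlation left 0 families in each contrast, with 1 and 2 at an unadjusted p under 0.05, and a minimum of 20 genes left 6 and 4. Causes were not tested.

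With the replicate block 393 genes passed for U13A, 1429 for U18A and 310 for the difference, 197 were shared, and 7 list genes passed for U18A. The letters showed little pairing of the libraries: same-lettered deviations had a mean correlation of 0.0204 in the U13A table and 0.0581 in the U18A table. Different letters gave -0.0102 and -0.0291, and letter C alone gave 0.0934 and 0.124. Pairing was not tested, so the larger counts with the block were left unexplained.

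Across the fits that each left out one replicate, counts ran from 37 to 352 genes for U13A, 548 to 1109 for U18A, 176 to 342 for the difference, 18 to 132 shared, 2 to 8 list genes for U18A, 8 to 12 families for U13A and 7 to 11 for U18A. The lowest and the highest U13A counts came without mutant A and without control C. The correlation of the contrasts ran from 0.0954 to 0.211, and was 0.0916 without the count filter.

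Single genes and families were compared with the main fit once per alternative, so each counts several times. Of the comparisons for genes, 26 were weaker, 3 stronger, 16 reversed in sign and 530 the same. Of those for families, 30 were weaker and 142 the same. The reversed comparisons were those of list genes near 0 and of let-7. The lin-28 log2 fold change was 0.0013 for U13A with all 12 libraries in 1 fit and 0.0011 for U18A without the count filter. Leaving out one replicate at a time, the U13A log2 fold change ran from -0.15 to 0.12 for lin-28, -0.32 to 0.014 for lin-42, -0.083 to 0.17 for mab-10, -0.22 to 0.029 for lin-14 and -1.24 to 1.07 for let-7. For U18A it ran from -0.11 to 0.054 for lin-28, -0.064 to 0.10 for let-60 and -0.095 to 0.15 for lin-14. The cause was not tested.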

Other observations

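All tests of this part except the splits of the samples were chosen only after the results were seen. 4 genes had at least 10 counts in each library of one U18A group and at most 3 in each of the other: Y73B3A.t1, nspc-3, nspc-4 and ZC374.2. All 4 lie on chromosome X, as let-7 does, where 13.1% of tested genes lie (Fisher's exact test, 2-sided, p 0.000298). In the U13A contrast the same criterion gave 1 gene, srw-85 on chromosome V, and 0 on X (Fisher's exact test, p 1). ZC374.2 on X missed the criterion there only by the 7 counts of U13A control C, the unlike library. nspc-3 and nspc-4 are neighbouring paralogs, so they are not independent and may share reads. Summed over the U18A controls and then the mutants, nspc-4 went from 173 counts to 0. Among other nspc genes, nspc-5 rose from 2 to 22, nspc-1 rose from 11 to 22 and nspc-7 fell from 30 to 21. A shift of some reads between paralogs was thus not ruled out. ZC374.2 had almost no counts in both mutants. Strain background, such as variants on X carried along with the edited let-7 gene, is a possible explanation. The test compared chromosomes only, and distances of these genes from let-7 were not examined, so it does not show linkage. Genotypes of the strains were not analysed here, and regulation by let-7 was not told apart from strain background.

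The let-7 count of 2494 in U18A control B was 52.0-fold above the other U18A controls. Among 12510 entries with at least 10 counts in that library, 1 other, M162.15 with 10 counts, was raised at least 5-fold. Counts in other microRNA genes made up 0.00191% of that library against 0.00183% and 0.00237% of controls A and C, a ratio of 0.909 to their mean, which goes against carry-over of microRNA in general. No biological explanation was tested.

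The U18A table had 11 entries that the U13A table lacked, all 11 with month-like names such as apr-1 and sep-1, and 0 month-like names were in the U13A table. Conversion of gene names to dates in a spreadsheet could be involved for these 11 genes, but 0 entries were in the U13A table alone, so no converted names remained and the step that removed them was not tested.

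Ribosomal protein genes were higher in the U13A mutant, with a median log2 fold change of 0.31 for rpl. Without the unlike U13A control C the rpl median was 0.141 (limma camera adjusted p 0.000134), less than the 50% of the first value set as the limit, so much of the size may come from that library, while the direction was kept. Some other groupings gave as many families: 2 of the 4 comparable splits, the real one included, in the U13A contrast and 2 of the 4 in the U18A contrast, and 3 and 5 of all 10 splits. For the let-7 pathway list, 1 of the 4 comparable splits gave as many genes in each contrast, the real one, and the other splits gave 0. The correlation of the contrasts was as large in 2 of 16 comparable pairs of splits and in 11 of 100 pairs in all, with a largest size of 0.301.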
